# Adaptive engineering of a hyperthermophilic archaeon on CO and discovering the underlying mechanism by multi-omics analysis

**DOI:** 10.1038/srep22896

**Published:** 2016-03-15

**Authors:** Seong Hyuk Lee, Min-Sik Kim, Jae-Hak Lee, Tae Wan Kim, Seung Seob Bae, Sung-Mok Lee, Hae Chang Jung, Tae-Jun Yang, Ae Ran Choi, Yong-Jun Cho, Jung-Hyun Lee, Kae Kyoung Kwon, Hyun Sook Lee, Sung Gyun Kang

## Abstract

The hyperthermophilic archaeon *Thermococcus onnurineus* NA1 can grow and produce H_2_ on carbon monoxide (CO) and its H_2_ production rates have been improved through metabolic engineering. In this study, we applied adaptive evolution to enhance H_2_ productivity. After over 150 serial transfers onto CO medium, cell density, CO consumption rate and H_2_ production rate increased. The underlying mechanism for those physiological changes could be explained by using multi-omics approaches including genomic, transcriptomic and epigenomic analyses. A putative transcriptional regulator was newly identified to regulate the expression levels of genes related to CO oxidation. Transcriptome analysis revealed significant changes in the transcript levels of genes belonging to the categories of transcription, translation and energy metabolism. Our study presents the first genome-scale methylation pattern of hyperthermophilic archaea. Adaptive evolution led to highly enhanced H_2_ productivity at high CO flow rates using synthesis gas produced from coal gasification.

Microorganisms have been metabolically engineered, employing integrated strategies of systems biology, synthetic biology and evolutionary engineering, to enhance their output of valuable products^1^. Generally, metabolic engineering via knowledge-based rational design has been used to enhance the output of target products; however, this approach requires *a priori* genetic or biochemical information, and the complexity of cellular physiological responses must be considered^2^. In this regard, an evolutionary engineering approach may serve as an alternative for obtaining suitable phenotypes in cases where there is a lack of prior knowledge^3^,^4^,^5^,^6^. This approach has been applied to many organisms^7^, including *Escherichia coli*, *Myxococcus xanthus*, *Pseudomonas fluorescens*, *Saccharomyces cerevisiae* and *Thermotoga maritima*^8^. However, it has never been reported for hyperthermophilic archaea.

Biohydrogen has the potential to considerably reduce costs and environmental impact because it can be produced using sunlight, minimal nutrients or organic waste effluents^9^. Microbial H_2_ production by dark fermentation can produce H_2_ at a faster rate than photosynthesis and can upcycle renewable, cheap and abundant resources^10^. *T. onnurineus* NA1 is a carboxydotrophic hydrogenogen, capable of utilizing CO and producing H_2_ in the following reaction: CO + H_2_O → H_2_ + CO_2_ (ΔG°′ = −20 kJ/mol)^11^. CO-driven H_2_ production is mediated by an enzymatic system encoded in the CODH gene cluster, composed of a carbon monoxide dehydrogenase (CODH), a hydrogenase and a Na^+^/H^+^ antiporter^12^,^13^,^14^. We have enhanced the H_2_ production rate of the strain through knowledge-based rational design, such as by overexpressing genes in the CODH gene cluster by promoter engineering or by CO regulator engineering^14^,^15^,^16^,^17^. Although the design was successful, the resulting mutant strains could not grow in a fermentor supplied with a CO flow rate above 800 ml min^−1^. Therefore, the development of a mutant with improved performance at high CO flow rates is desirable.

In the current study, we utilized evolutionary engineering to optimize *T. onnurineus* NA1 under CO conditions and investigated the underlying mechanism of optimization by employing multi-omics analysis. Genetic variations and transcriptomic and epigenomic changes were analyzed using next generation sequencing. The methylation profile of NA1 was monitored via SMRT DNA sequencing^18^. DNA methylation has been reported to be involved in the regulation of genome replication^19^. Genome-scale methylation patterns of some bacteria and archaea have been published^20^,^21^,^22^. However, genomic scale interpretation of base modifications has not yet been reported for hyperthermophiles. Kinetic analysis of H_2_ production in the adapted strain was conducted and compared with other genetically engineered strains.

## Results

### Physiological changes in *T. onnurineus* NA1 during adaptive evolution on CO

We applied an evolutionary approach to enable *T. onnurineus* NA1 to adapt to 100% pure CO. *T. onnurineus* NA1 was grown to stationary phase to trigger spontaneous mutation^23^,^24^,^25^,^26^ and then transferred to fresh medium containing CO as an energy source; the strain was transferred over 150 times. Through these serial transfers, physiological changes were monitored, and gradual increases in cell density, H_2_ production rate and CO consumption rate were observed (Fig. 1). After 156 transfers, the evolved strain, designated 156 T, showed 2.8-, 6.5- and 5.9-fold higher values in maximum cell density, H_2_ production rate and CO consumption rate, respectively, than the parental strain (2 T) (Fig. 1). The correlation between the increases in CO consumption rate and H_2_ production rate seemed to reflect that H_2_ production occurred by hydrogenogenic carboxydotrophy. The enhanced cell growth was associated with the increases in CO consumption rate and H_2_ production, concomitant with energy conservation via the conversion of CO oxidation.

### Genomic analysis

The genomic DNA of 156 T was isolated and sequenced using Illumina Hi-seq2000 and SMRT DNA sequencing. In comparison with the sequence of the parental strain, several mutations, including base substitutions, deletions and insertions, were identified and verified by Sanger sequencing (Table 1, Supplementary Fig. 1). The mutation list includes base substitutions, leading to amino acid changes, in aromatic amino acid permease (TON_0820), transcriptional regulator (TON_1525) and membrane protein (TON_1544) and single- or multiple-base deletions/insertions in aminotransferase (TON_0982), hypothetical protein (TON_1548), cation transporter (TON_1664), metalloprotease (12 bp inserted) (TON_1694), and alcohol dehydrogenase (338 bp deleted) (TON_0544), as well as in the intergenic region (51 bp deleted) between sodium/phosphate symporter (TON_1475) and pyruvate/ketoisovalerate ferredoxin oxidoreductase (TON_1476). A long deletion (5786 bp deleted) between cytosolic NiFe-hydrogenase subunit gamma (TON_0536) and 4Fe-4 S binding protein (TON_0541) also occurred (Supplementary Fig. 2).

### Genome-wide transcriptional analysis

Transcriptional changes were monitored by RNA-seq using RNA samples from the strains produced after 2, 12, 32, 62, 102, 122, and 156 transfers. 

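RNA was taken from exponentially growing cultures, and each strain is named by its number of transfers into CO-containing medium. The sample labels list 7 samples, 1 for each strain. The paper's methods state that replicate experiments were performed only for the initial 2T culture, so differences between the later strains have no replicate check and no p-value is given for them. Libraries were made with a stranded kit after removal of ribosomal RNA and sequenced as paired-end reads, which the authors mapped to the NCBI reference genome with CLC Genomics Workbench. The paper names a depletion kit for bacteria, while the sample labels name the version of that kit for human, mouse and rat RNA. The authors' deposited table gives the log2 fold change of 819 genes in the 12T, 32T, 62T, 102T, 122T and 156T strains, each against 2T. It holds no counts, so the depth of each sample is unknown. Its genes are those the paper selected by fold change and false discovery rate, and 814 of them had a log2 fold change past 1 in either direction in at least 1 strain. Of the 4914 values, 37 are not numbers and were left out of counts and medians. Of these, 31 values in 7 genes are spreadsheet name errors. The 3 of them that fall in the sheets of Supplementary Data 1 used here are written there as log0, and all 31 are read here as 0 reads in the later culture. The other 6 are infinite values of TON_1892. Within the 10 of 23 category sheets of Supplementary Data 1 used here, 2192 of 2193 values lay within 0.001 of the deposited ones. From the deposited values, genes past the fold threshold of 2 were counted, and the median over each gene cluster was compared with 10000 random lists of as many listed genes, not matched on expression. All comparisons share the 2T culture, so an error in 2T would enter each of them. The heading of the reference column carries the number 1 after 2T, and the sources used here do not state which 2T replicates entered the fold changes. The median over all listed genes was 0.04 at 12T, 0.08 at 32T and 0.09 at 62T. It was 0.41 at 102T, 0.57 at 122T and 0.38 at 156T. Each transfer was also centred on its median as an alternative. Since the listed genes were selected for change, their median can move without an error of scale, and centring can then remove real change.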

The differentially expressed genes in each transferred strain were selected using the DESeq and edgeR packages after being compared against the transcript levels in the 2 T strain. As the transfer process continued, the number of differentially expressed genes (DEGs) gradually increased. 

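Counted from the authors' deposited table, 119 genes had a log2 fold change above 1 and 134 below -1 at 12T, 253 in all. The totals were 263 at 32T and 235 at 62T. At log2 thresholds of 1.5 and 2 the total at 12T, 124 and 74 genes, was below that at 62T, 135 and 89 genes. The false discovery rate that the paper also required at each transfer is not part of these counts. At 102T the total was 558, with 299 genes above 1 and 259 below -1, followed by 628 at 122T and 638 at 156T. The mean total was 250.3 genes over the early transfers and 608 over the late ones, a ratio of 2.43. At 156T, the alternative that moved the total most was a log2 threshold of 2, which gave 197 genes. Between neighbouring transfers, where the 2T culture cancels, the log2 fold change differed by more than 1 in 72 genes from 12T to 32T and in 31 genes from 32T to 62T. From 62T to 102T it differed in 422 genes, of which 200 rose and 222 fell. The number was 51 from 102T to 122T and 71 from 122T to 156T. In 378 of the 811 genes with a number at all 6 transfers, the 3 late values all lay on one side of the 3 early values with stage means more than 1 apart. Of these genes 188 were higher and 190 lower in the late stage. The largest count in the other 9 divisions of the transfers into 3 and 3 was 26.

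**Figure D1:**
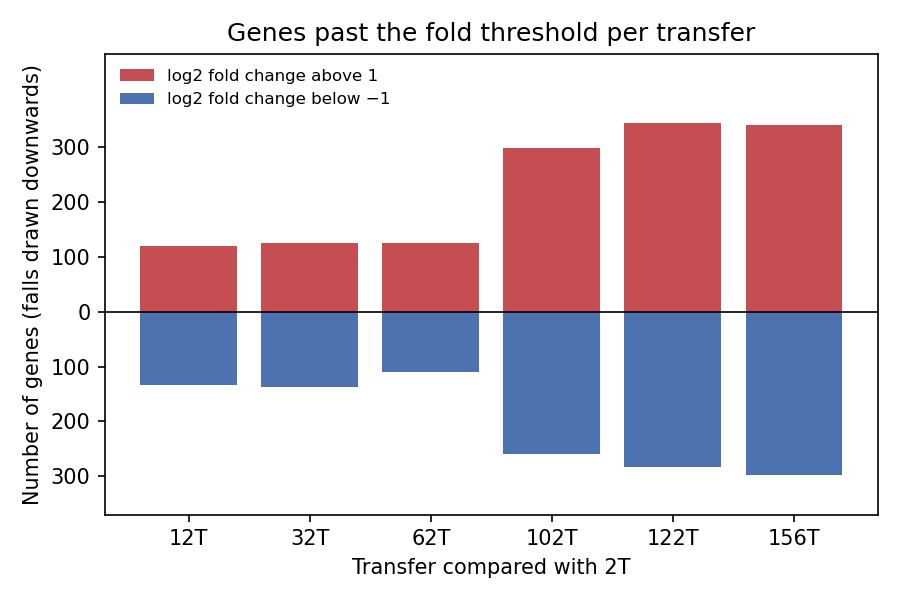
Number of genes with a log2 fold change against 2T above 1 (bars upwards) and below -1 (bars downwards) in each of the 6 transferred strains, 1 sample per strain. The bars of 12T, 32T and 62T reach at most 126 genes upwards, and those of 102T, 122T and 156T at least 299.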

Approximately 200 and 500 DEGs were found in the early stages of transfer (12 T, 32 T, 62 T) and late stages of transfer (102 T, 122 T, 156 T), respectively. To interpret the biological and functional meanings of these transcriptional changes, a total of 819 DEGs were categorized according to archaeal clusters of orthologous genes (arCOGs)^27^ (Fig. 2a).

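In the category sheets of Supplementary Data 1, genes of arCOG J (translation) with a deposited log2 fold change above 1 numbered 9 at 12T, 7 at 32T and 3 at 62T. They numbered 56 at 102T, 63 at 122T and 67 at 156T. For arCOG K (transcription) the numbers were 4, 3 and 1 in the early transfers in the same order and 15, 17 and 18 in the late ones. For arCOG L (replication, recombination and repair) they were 2, 3 and 2 early and 12, 16 and 16 late. With each transfer centred on the median of the listed genes, the numbers at 156T were 48 for arCOG J, 10 for arCOG K and 7 for arCOG L.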

As the transfer process progressed, we observed remarkable changes in the number of upregulated DEGs in the COG J (translation, ribosomal structure and biogenesis), COG K (transcription) and COG L (replication, recombination and repair) groupings, together belonging to the category ‘information storage and processing’ (Fig. 2a and Supplementary Data 1). The gradual increase in DEG expression concomitant with the adaptation process seems reasonable because the overexpression of genes encoding ribosomal proteins, RNA polymerase subunits, DNA polymerase II subunits, translation/transcription initiation or elongation factors and DNA topoisomerase subunits supports the observed faster growth and increased growth yield.

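Gene groups were taken by their annotation in the sheets of arCOG J, K and L, including members that fell. The 51 listed ribosomal protein genes had a median log2 fold change of 0.61 at 12T and 0.44 at 62T, then 1.67 at 102T and 2.11 at 156T. At 156T, 46 of them were above 1 and 3 below -1. The 9 RNA polymerase subunit genes had a median of 0.96 at 12T and 1.51 at 156T, where all 9 were above 1. Both DNA polymerase II subunit genes lay between 1.34 and 1.57 at 156T. Of the 11 translation or transcription initiation and elongation factor genes, 0 were above 1 at 12T and 10 at 156T, and 1 was below -1 at 156T. The median of the topoisomerase subunit genes was 1.05 at 12T, 1.04 at 62T and 2.21 at 156T. After centring, the medians at 156T were 1.73 for the ribosomal proteins and 1.13 for the RNA polymerase subunits. The paper reasons that overexpression of these genes sustains faster growth and a higher growth yield.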

Gene clusters encoding seven hydrogenases, SulfI, SulfII, Mbh, Mfh2, Mch and Frh, and one oxidoreductase, Mbx, homologous to hydrogenase^28^, were included in the DEG list; they fell under the COG C (energy production and conservation) grouping. 

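The deposited list holds all 8 genes of the CODH-Mch range, all 13 of Mbh, all 17 of Mfh2 and all 4 of SulfI. It also holds both Frh genes and the single SulfII gene that the paper names by locus tag. Of the 13 locus tags in the Mbx range, 5 are listed.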

The expression levels of the ATP synthase genes (TON_1749–1753) gradually increased during the adaptation. In particular, genes encoding CODH-Mch subunits (TON_1017–1024) that are essential for hydrogenogenic carboxydotrophy were significantly upregulated at both the transcriptional and translational level as the transfer process progressed (Fig. 2, Supplementary Fig. 3a). 

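The median log2 fold change of the 5 ATP synthase genes was 0.44 at 12T, 0.18 at 32T and -0.06 at 62T. It was 1.63 at 102T, 1.72 at 122T and 1.59 at 156T. In the early transfers 0 of the 5 genes were above 1, and in each late transfer all 5 were. Each gene's late values lay above all its early values, with a median difference between the stage means of 1.47. The largest step of the median, 1.69, was from 62T to 102T, and 0 of the 5 genes rose at every step from 2T to 156T. The median stood at percentile 76.1 of random gene lists at 12T and 95.7 at 156T.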

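Over the 8 CODH-Mch genes the median log2 fold change was 3.91 at 12T, 2.46 at 32T and 2.39 at 62T. It rose to 4.14 at 102T and was highest at 122T, at 5.72, with 5.17 at 156T. All 8 genes were above 1 at each of the 6 transfers. The median lay at percentile 99.99 or above of random gene lists throughout. In 7 of the 8 genes all 3 late values exceeded the 3 early values, and the median difference between the stage means was 2.18. In the authors' deposited table the gene of the CODH catalytic subunit, TON_1018, had a log2 fold change of 3.93 at 12T, 2.39 at 62T and 5.37 at 156T. The 5 largest rises at 156T among genes past the threshold in the same direction at all transfers, as that deposited table gives them, were TON_1020 (5.42), TON_1018, TON_1022 (5.36), TON_1019 (5.23) and TON_1017 (5.10). From the overexpression of CODH-Mch and ATP synthase, the paper proposes that cells could generate more ATP.

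**Figure D2:**
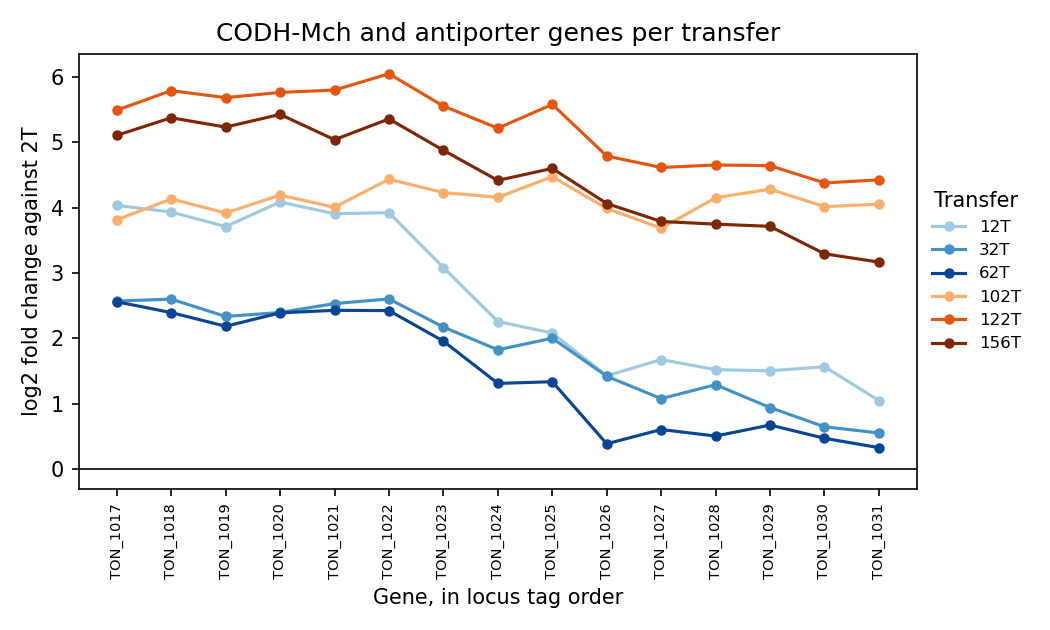
Deposited log2 fold change against 2T (vertical axis) of the 15 genes TON_1017 to TON_1031 in locus tag order (horizontal axis), with 1 line per transferred strain and 1 sample per strain. The median of the first 4 genes is 3.98 at 12T and 5.72 at 122T, and that of the last 4 is 1.51 at 12T and 4.53 at 122T.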

The CODH-Mch complex has been proposed to oxidize CO, thereby conserving energy by generating an electrochemical gradient^14^. The electrochemical gradient is eventually coupled to ATP generation by ATP synthase; therefore, the overexpression of CODH-Mch and ATP synthase could allow cells to generate more ATP. The expression of other gene clusters did not persistently increase during the adaption. 

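The 13 genes TON_1583 to TON_1595, which encode the membrane-bound hydrogenase Mbh, had a median log2 fold change of 3.57 at 12T, 3.38 at 32T and 3.55 at 62T. Their median fell to 1.31 at 102T and was 1.40 at 122T and 1.68 at 156T. All 13 genes were above 1 in the early transfers, and 12, 10 and 13 of them were above 1 in the late transfers in order. The late mean minus the early mean had a median of -2.26 over the genes. Relative to the median of all listed genes, the late medians were 0.91, 0.83 and 1.30, so that 102T and 122T no longer passed the threshold.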

The Mbh genes (TON_1583–1595) were strongly upregulated during the early stages of adaptation, but their transcript levels during the late stages of adaption were similar to those in the 2 T strain. 

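Of the Mbx range, TON_0486 to TON_0490 are listed. Their median log2 fold change was -0.78 at 12T, -1.09 at 32T and -1.51 at 62T, where all 5 genes were below -1. The median was 1.66 at 102T, 0.97 at 122T and 1.32 at 156T. After centring, the median was 1.26 at 102T, 0.40 at 122T and 0.94 at 156T. The late values of each gene exceeded all its early values.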

The Mbx genes (TON_0486–0498) were only upregulated at late stages. The Mbh and Mbx might be necessary to dispose of or recycle reduced ferredoxin generated from amino acid degradation. Conversely, the genes encoding SulfI (TON_0534–0537), SulfII (TON_0052), Mfh2 (TON_1564–1580) and Frh (TON_1560–1561) showed significant downregulation throughout the entire adaptation period (Supplementary Fig. 3b). 

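SulfI had a median log2 fold change of -2.12 over 3 genes with a number at 12T and of -4.19 over 4 genes at 62T. These medians cover different genes, since TON_0537 has a number only at 32T, 62T and 156T. Each value was below -1. With the genes of Table 1 left out, the median lay between -2.69 and -1.70 over the 6 transfers. TON_0534 to TON_0537 include genes inside the long deletion of Table 1, which removes 1104 of the 1104 bp of TON_0537 and 549 of the 876 bp of TON_0536. Both TON_0534 and TON_0535 lie outside it, and in the authors' deposited table their values ranged from -2.70 to -1.21. The 17 Mfh2 genes had a median of -3.71 at 12T, -5.79 at 62T and -5.61 at 156T, below every one of the random gene lists. For SulfII, TON_0052 in the authors' deposited table was at -0.15 at 12T, -0.32 at 32T and -0.23 at 62T, and between -1.45 and -1.32 in the late transfers. The median of the 2 Frh genes was -0.91 at 12T, 0.21 at 32T and -0.27 at 62T, then -1.33 at 102T, -1.55 at 122T and -0.98 at 156T. The paper proposes that adapting cells likely raised expression of genes required on CO and lowered that of genes not required.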

Mfh2 has been reported to participate in energy conservation using electrons generated from formate oxidation, and two soluble hydrogenases, SulfI and SulfII, have been proposed to uptake H_2_ to enhance reducing power^29^,^30^. During the adaptation period, the cells seemed likely to upregulate the genes necessary for growth on CO and to downregulate the genes not needed for this growth.

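The 11 genes TON_1021 to TON_1031, next to and partly within the Mch hydrogenase range, had a median log2 fold change of 1.68 at 12T, 1.42 at 32T and 0.67 at 62T. The median was 4.15 at 102T, 4.79 at 122T and 4.06 at 156T. At 62T, 5 of the 11 genes were above 1, and all 11 were in each late transfer. The 8 genes TON_1582 to TON_1589, of which 7 also belong to the Mbh range, had medians between 3.69 and 3.79 early and between 1.02 and 1.36 late. Centred on all listed genes, their late medians were 0.69, 0.45 and 0.98, below the threshold.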

The upregulated genes in the COG P (inorganic ion transport and metabolism) grouping included two gene clusters encoding Na^+^/H^+^ antiporters (TON_1021–1031, TON_1582–1589) in proximity to the Mch and Mbh hydrogenases (Supplementary Fig. 3a). These antiporters have been proposed to form a complex with hydrogenase subunits that exchanges proton gradients into sodium gradients; these gradients are eventually coupled with ATP generation by a sodium-specific ATP synthase^31^. 

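The median of the 11 Mch antiporter genes minus that of the 8 CODH-Mch genes was -2.24 at 12T, -1.04 at 32T and -1.72 at 62T on the log2 scale. It was 0.01 at 102T, -0.93 at 122T and -1.11 at 156T. For the Mbh antiporter genes the difference from the 13 Mbh genes was 0.12, 0.38 and 0.24 in the early transfers and -0.22, -0.38 and -0.32 in the late ones. The ranges share 4 genes at Mch and 7 at Mbh. With shared genes left out of the antiporter list, the Mch difference was -2.39 at 12T and -1.42 at 156T. No correlation is given, because the antiporter medians fall into separate early and late clusters.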

The transcript patterns of these antiporter genes were correlated with those of their cognate hydrogenase gene clusters. Genes encoding iron transporters (TON_0255–0256, 0984, 1873) and a peptide transporter (TON_1765–1768) exhibited increased transcript levels, likely to enhance cellular uptake of iron and peptides to facilitate cell growth. 

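The 4 listed iron transporter genes had a median log2 fold change of 0.93 at 12T, 1.78 at 32T and 1.57 at 62T. The median was 0.70 at 102T, 1.61 at 122T and 1.65 at 156T. In the authors' deposited table TON_0255, at 227169 to 228203 of the ASM1836v1 assembly, was the only one of them below 0 at any transfer, at -0.69 at 102T. For the 4 peptide transporter genes the median was lowest at 32T, at 1.09, and highest at 122T, at 2.04. Relative to all listed genes it was 0.98 at 102T, below the threshold.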

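In the authors' deposited table, the S-layer protein gene TON_0413 had a log2 fold change of 1.21 at 12T, 1.78 at 32T and 1.57 at 62T. In the late transfers the same deposited table gives 1.52, 1.89 and 1.85. For 5 genes of dTDP-L-rhamnose synthesis, TON_1837, TON_1842, TON_1843, TON_1848 and TON_1851, the median was 0.81 at 12T, 0.54 at 32T and 0.86 at 62T, with 1 gene above 1 in each. It was 0.86 at 102T, 1.07 at 122T and 1.22 at 156T, where 4 genes were above 1. Centring lowered the medians at 122T and 156T to 0.50 and 0.84.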

The gene encoding the cell envelope S-layer protein (TON_0413) was also upregulated together with genes (TON_1837, 1842–1843, 1848, 1851) involved in the synthesis of dTDP-_L_-rhamnose, a substrate used for the glycosylation of S-layer protein^32^ (Supplementary Fig. 4).

### Genome-wide epigenomic analysis

Adenine and cytosine methylation patterns in the genomes of the 2 T and 156 T strains were analyzed by SMRT DNA sequencing^18^ (Fig. 3). In both strands of the 2 T and 156 T genomes, 2190 and 2105 sites of N^6^-methyl adenine (m6A) were respectively detected. Adenine methylation remained virtually the same, and more than 95% of the methylated sites (2017 out of 2190) in the 2 T strain were also detected in the 156 T strain, while the number of hemi-methylated sites increased as the adaptation process progressed. After analyzing the sequences surrounding the modified sites by MEME (Supplementary Table 1), more than 95% of the adenine methylation sequences were identified to contain a (GT(C/A)(G/T)AC) motif, which corresponds to the *Acc*I restriction enzyme site. The *Acc*I restriction enzyme (TON_1382) and its cognate methyltransferase (TON_1383) are encoded in the *T. onnurineus* NA1 genome.

Conversely, the cytosine residue methylation pattern significantly changed. In the 2 T and 156 T strains, 83 and 40 cytosine residues methylated at the N4 site of the cytosine base (N^4^-methylcytosine, m4C) were respectively identified (Supplementary Data 2). Among the 40 methylated cytosines in the 156 T strain, 36 of the methylated cytosines were not modified in the 2 T strain. The target sequence for cytosine methylation was not as clear as that for adenine methylation, but G^m4C^C was likely to be preferentially methylated over other possible sequences, such as T^m4C^C, A^m4C^C and C^m4C^C. More than 50% of the cytosine methylation sites possessed G^m4C^C sequences in both the 2 T (53 sites) and 156 T (24 sites) strains.

In the promoter region of the Mfh2 hydrogenase gene cluster, two distinct methylation sites were identified only in the 156 T strain. The methylated cytosine residues were adjacent to the DNA-binding motif (GTTNNNAAC) for a putative sulfur response regulator, SurR (Supplementary Fig. 6a), that has been reported in *Pyrococcus furiosus*^33^. One methylated adenine residue was detected inside an inverted repeat. Although it was not experimentally proven, the methylation of this residue might affect the binding of SurR and an unknown transcriptional regulator to the Mfh2 promoter, resulting in the downregulation of the gene cluster. After a few transfers, the transcript levels of the genes in the Mfh2 gene cluster were drastically downregulated (Supplementary Fig. 6b–d).

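Among the 17 Mfh2 genes, the log2 fold change at 12T lay between -4.15 and -2.60. The median was -5.05 at 32T, -4.57 at 102T and -3.87 at 122T. All 17 genes were below -1 at each of the 6 transfers. In the authors' deposited table TON_1572 fell to -6.52 and TON_1564 to -6.07 at 156T.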

### Effects of mutations on adaptive physiological changes

To determine the mutations critical to physiological change, we tracked the distributions of seven mutations within the coding regions of selected transferred strains. The timepoint when each mutation initiated was scattered from 12th transfer to 156th transfer, and the distribution of each mutation increased as the number of transfers increased, except for the mutation in the aminotransferase gene (TON_0982) (Supplementary Fig. 7). Considering the pattern of changes in H_2_ production rate and CO consumption rate, that is, small increases during early stages and then big increases after 102nd transfer, the distributions of mutations of the genes encoding putative transcriptional regulator (TON_1525) and aromatic amino acid permease (TON_0820) among total population seemed well matched with those physiological changes. Therefore, the TON_1525 and TON_0820 mutations found in strain 156 T were introduced into the parental strain. The resulting mutant, TON_1525 (T55I)/WT (designated as MC11), showed a higher CO consumption rate than the wild-type strain; this rate was comparable to that of the 156 T strain (Fig. 4a). The increased CO consumption in the MC11 strain was likely related to the increased transcript levels of the genes in the CODH gene cluster. The transcript levels of the TON_1018, TON_1023, and TON_1031 genes were respectively 20.6-, 25.4-, and 47.7-fold higher than the levels in the parental strain (Fig. 4b). Consistent with the transcriptional changes, CODH (TON_1018) and Mch (TON_1023) protein expression significantly increased in the MC11 mutant (Fig. 4c). These results indicate that the mutation in the TON_1525 gene played a crucial role in causing physiological change by enhancing the transcript levels of the CODH gene cluster.

To investigate whether the TON_1525 protein could act like a DNA binding protein on the CODH promoter and whether mutation of TON_1525 affected its binding affinity, wild-type and T55I recombinant TON_1525 proteins were expressed and purified from *E. coli*. The unmodified recombinant TON_1525 protein specifically bound to the CODH promoter, while the binding affinity of the T55I mutant protein was less than that of the wild-type protein, as shown by competition electrophoretic mobility shift assay (EMSA) (Supplementary Fig. 5). At present, TON_1525 can be predicted to function as a transcriptional repressor on the CODH promoter, as mutation of TON_1525 decreased its binding affinity toward the regulator of the promoter and elevated the transcript level of the downstream gene cluster.

The effect of the mutation of TON_0820 was not clearly shown when we assessed a TON_0820 (L65R)/WT mutant. However, when we reverted the mutation (L65R) in the 156 T strain back to the wild-type sequence (R65L), creating TON_0820 (R65L)/156 T, significant decreases in cell density and H_2_ production were observed (Fig. 4d,e). This result suggests that the mutation of TON_0820 is another critical factor underlying the observed physiological changes that occurred during the adaptive evolution process, probably in combination with other factors.

### Kinetic measurements of CO consumption and H_2_ production

Based on the phenotype developed by the 156 T strain following serial transfers under CO conditions, the H_2_ production potential of the strain was tested in a bioreactor where 100% CO was continuously fed at a high flow rate. The 156 T strain showed a 7- and 5.2-fold higher maximum biomass yield and H_2_ production rate, respectively, when grown under CO at a flow rate of 400 ml min^−1^ than those of the wild-type strain (Supplementary Fig. 8a,b). The growth yield based on the optical cell density measured at 600 nm was 5.5, which is very exceptional for a hyperthermophilic archaeon. The 156 T strain also showed growth and produced H_2_ at flow rates of 800 ml min^−1^ and above, whereas the rationally designed mutants could not grow, indicating that adaptation rendered the 156 T strain less sensitive to high CO levels (Supplementary Fig. 8c,d). It is noteworthy that the 156 T strain displayed the highest H_2_ production rate and specific H_2_ production rate among the previously reported mutants (Table 2).

H_2_ production by the 156 T strain was investigated using synthetic gas (syngas) derived from coal gasification. The H_2_ production rate and specific H_2_ production rate linearly correlated with the flow rate of syngas (Supplementary Table 2). Considering the composition of the syngas, which is comprised of a low CO level and contaminated with CH_4_, N_2_, CO_2_ and H_2_, the H_2_ production rates, calculated by subtracting the H_2_ content of the syngas, were considerable in comparison with the values obtained under conditions with 100% CO.

Taken together, these results illustrate that adaptive evolution is a powerful method of developing a carboxydotrophic hydrogenogen with enhanced H_2_ production from CO.

## Discussion

In the current study, we performed evolutionary engineering of a hyperthermophilic archaeon, *T. onnurineus* NA1, known as a carboxydotrophic hydrogenogen^14^ or formate-oxidizing archaeon^34^, to enhance H_2_ production from CO. Over 150 serial transfers of cell cultures led *T. onnurineus* NA1 to adapt to possess better utilization of CO and higher production of H_2_, associated with increased cell density.

Genomic analysis revealed a total of ten mutations over 2000 generations. The mutation rates of *T. onnurineus* NA1 were estimated to be approximately 0.00097 ± 0.00052 per replication^35^ and 0.0018 per genome per replication^36^. Considering that the mean mutation rates of *E. coli* and *S. cerevisiae* are 1.06 and 1.39 per 100 generations, respectively^7^, the mutation rate of *T. onnurineus* NA1 was quite low, reflecting that thermophilic microbes possess mechanisms to ensure genetic fidelity, a crucial component of the ability to sustain life under extreme environments^35^,^36^. It is noteworthy that a long deletion, encompassing approximately 5.8 kb of coding region, occurred very early after the 12th transfer.

Our study unveiled two mutations in the TON_1525 and TON_0820 genes that played pivotal roles in the adaptive evolution of *T. onnurineus* NA1 on CO. TON_1525 belongs to a family of Tfx DNA-binding proteins that has not been well studied. The Tfx protein that has been identified in *Methanobacterium thermoautotrophicum* consists of two domains, a basic DNA-binding domain with a helix-turn-helix motif and an acidic domain possibly used for transcriptional activation^37^. Multiple sequence alignment revealed that TON_1525 showed only 22.9% sequence identity to Tfx from *M. thermoautotrophicum*. A BLAST search revealed that TON_1525 showed sequence identities of over 30% toward a set of genes annotated as a transcriptional regulator or, a DNA-binding protein of *Thermococcales* species and methanogens. Based on EMSA data, TON_1525 seems likely to play a role as a transcriptional repressor on the CODH promoter. Previously, a CO-responsive regulator, CorQR, was reported to activate the expression of the CODH gene cluster^15^. We did not detect any mutations in CorQR during the adaptation process. Another crucial mutation at TON_0820 seemed contributed to enhancing final cell density (Fig. 4d,e). L65R alteration of wild-type strain did not show much effect, however, R65L mutation in 156 T significantly decreased final cell density. The TON_0820 mutation might contribute to enhancing cell density probably by supplying more aromatic amino acids. The genome of *T. onnurineus* NA1 does not encode biosynthetic pathways for aromatic amino acids such as Thr, Phe and Trp^12^. These results indicated that two mutations contribute to enhance CO consumption and fitness, however, we need consider to effect of other mutations and further experiments are required to understand overall mechanism under genomic variations on CO-containing medium. Although the distribution pattern is not so well match with physiological changes, TON_0982 or TON_1694 encoding amino transferase or a membrane associated-protease, respectively can affect cell growth by modulating the rate of amino acid/protein hydrolysis. The functionality of TON_1544 and TON_1548 could not be predicted or understood at this moment and the role of TON_1664 encoding cation transporter in archaea is unclear yet and awaits further analysis.

Epigenomic analysis revealed cytosine methylation at N4 sites in *T. onnurineus* NA1. N^4^-methylcytosine (m4C) has been discovered in both thermophilic and mesophilic bacteria^38^,^39^. Considering the high incidence of deamination at high temperatures^40^, the m4C modification may help avoid high mutation rates in organisms living at high temperatures. As deamination of m5C residues increases at high temperatures, thermophiles are unlikely to possess m5C residues in their genomes^38^. Aside from the existence of several other genes annotated as restriction enzymes and putative methyltransferases in the genome, no other consensus sequences, except the sequence encoding the *Acc*I restriction site, were discovered in proximity to methylated adenine sites. Nonetheless, it is noteworthy that the methylation profile produced in this study relied on the detection ability of SMRT DNA sequencing technology, and we cannot completely exclude the possibility that other types of methylation could exist in *T. onnurineus* NA1.

In conclusion, we performed evolutionary engineering of a hyperthermophilic archaeon using CO and demonstrated that this approach was very effective in enhancing H_2_ productivity. The underlying mechanism was unique in that a novel transcriptional regulator was identified as a crucial adaptation factor, in addition to the potential involvement of distinctive epigenomic changes. The evolved strain was superior to previously reported strains engineered by rational design. In addition to by-product gases from the steel-making process^41^, syngas from a coal gasifier was shown to be an alternative source of CO for H_2_ production by *T. onnurineus* NA1.

## Methods

### Strains, media and culture conditions

The *T. onnurineus* NA1 (KCTC10859) strain was routinely cultured in yeast extract-peptone-sulfur (YPS) medium as previously reported^42^. The modified medium 1 (MM1)^34^,^43^ was prepared with 1 g liter^−1^ yeast extract, 35 g liter^−1^ NaCl, 0.7 g liter^−1^ KCl, 3.9 g liter^−1^ MgSO_4_, 0.4 g liter^−1^ CaCl_2_·2 H_2_O, 0.3 g liter^−1^ NH_4_Cl, 0.15 g liter^−1^ Na_2_HPO_4_, 0.03 g liter^−1^ Na_2_SiO_3_, 0.5 g liter^−1^ NaHCO_3_, 0.5 g liter^−1^ cysteine-HCl, and 0.001 g liter^−1^ resazurin. One milliliter liter^−1^ of Holden’s trace element/Fe-EDTA solution^44^ and 1 ml liter^−1^ of Balch’s vitamin solution^45^ were added as a supplement to the medium. After autoclaving, the medium was kept in an anaerobic chamber (Coy Laboratory Products, Grass Lake, MI) filled with an anoxic gas mixture (N_2_:H_2_:CO_2_, 90:5:5) to equilibrate, and the final pH of the medium was adjusted to 6.5 with 2 N HCl. For the cultures in serum bottles, the media were reduced with 0.005% Na_2_S·9 H_2_O and the headspaces were filled with 100% CO (MM1-CO). The serum bottles were sealed with bromobutyl rubber stoppers and aluminum crimp caps. For the adaptive evolution, the parental strain was cultured on MM1-CO medium at 80 °C for 20 h and then a 2% (v/v) cells were inoculated into a fresh medium using a sterile syringe. At every tenth transfer, cell cultures were stoked at 4 °C for later use. For batch culture, the strain was cultured in a 3 L bioreactor (Fermentec, Cheongwon, Korea), whose working volume was 2 L at 300 rpm agitation speed. The batch culture was maintained at pH 6.1–6.2 using 0.2 M NaOH in 3.5% NaCl. Using a mass flow controller, 100% CO was supplied at feeding rates of 400, 800 or 1000 ml min^−1^ (MKPrecision, Seoul, Korea). Coal-gasified syngas (30.9% CO, 20.4% H_2_, 6.95% CO_2_, 1.42% CH_4_, and 32.1% N_2_) was provided by the Institute for Advanced Engineering in Korea and supplied at feeding rates of 160, 320, 480 or 640 ml min^−1^. The cultures were maintained under anaerobic conditions by preparing the media in an anaerobic chamber (Coy Laboratory Products, Grass Lake, USA) filled with an anoxic gas mixture (N_2_:H_2_:CO_2_, 90:5:5), and the bioreactor was sparged with pure argon gas (99.999%) through a microsparger.

### Construction of mutants

Mutants of the TON_1525 and TON_0820 genes were made by applying a gene recombination system. Briefly, we designed primer sets for base-pair substitutions and mutated the TON_1525 and TON_0820 genes by site-directed mutagenesis. Each mutated gene and its flanking regions were ligated by one-step sequence- and ligation-independent cloning (SLIC)^46^, and subsequent mutants were generated through homologous recombination using an unmarked in-frame deletion^15^ method and a modified gene disruption system that has been previously used for *Thermococcus kodakarensis* KOD1^47^. The mutations were verified by PCR using the primers listed in Supplementary Table 3 for Sanger sequencing.

### Preparation of cell suspensions and myoglobin assay

To analyze CO consumption rate, a myoglobin assay was conducted by modifying a previously reported protocol^48^,^49^. To prepare cell suspensions, cells were cultured on MM1-CO medium and then harvested by centrifugation at 7500 × *g* for 20 min at room temperature under anaerobic conditions. Cell pellets were washed twice and resuspended in MM1 medium. Final cell density (expressed as optical density at 600 nm) was measured with a BioPhotometer plus UV-Vis spectrophotometer (Eppendorf, Hamburg, Germany) and adjusted to 0.3. Aliquots of 100 μl of the cell suspension were mixed with 0.9 ml of CO-saturated MM1 medium and incubated at 80 °C. During the reaction, 10 μl of the reaction solution was collected every 3 mins and immediately added to a quartz cuvette containing a myoglobin reaction mixture that included 56 μM myoglobin (Sigma-Aldrich, St. Louis, UAS) from equine heart dissolved in 10 mM sodium thionite in 0.1 M potassium phosphate buffer (pH 7). After a 3 min incubation, the absorbance at 423 nm was measured to analyze consumed CO.

### Purification of the proteins encoded by TON_1525(WT) and TON_1525(T55I)

TON_1525 and TON_1525(T55I) plasmids were transformed into an *E. coli* BL21 Rosetta (DE3) pLysS strain. Gene expression was induced by IPTG at the mid-exponential growth phase, followed by a 3 h incubation at 37 °C. The cells were harvested by centrifugation (6,000 × *g* at 4 °C for 20 min) and resuspended in 50 mM Tris-HCl buffer (pH 8.0) containing 0.1 M KCl and 10% (v/v) glycerol. The cells were disrupted by sonication and then centrifuged at 15,000 × *g* at 4 °C for 30 min. The resulting supernatant was applied to a column loaded with TALON metal affinity resin (BD Clontech, Mountain View, CA) and washed with 10 mM imidazole in 50 mM Tris-HCl buffer (pH 8.0) containing 0.1 M KCl and 10% (v/v) glycerol. The enzyme was eluted with the same buffer but with the addition of 300 mM imidazole. Protein concentration was determined by Bradford assay, and protein purity was evaluated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE).

### Electrophoretic mobility shift assay (EMSA)

DNA probes for EMSA were produced from *T. onnurineus* NA1 genomic DNA. A 150-bp probe corresponding to the CODH promoter was amplified using the primer pair labeled_FAM_1017_150_F and 1017_150_R. For competition analysis, a specific 150-bp cold competitor probe was derived from the same CODH promoter region as above via amplification using the primer pair unlabeled_FAM_1017_150_F and 1017_150_R. Poly(deoxyinosinic-deoxycytidylic acid) (Sigma-Aldrich, St. Louis, USA) and pUC18 plasmid DNA (New England BioLabs, Ipswich, MA) digested with *Hpa* II were used as nonspecific competitors in 100× molar excess. The PCR products were purified using a Qiagen PCR purification kit (Qiagen, GmbH, Hilden, Germany). EMSA reactions including 100 nM DNA with varying amounts of protein were set up in 20 μl of EMSA buffer (20 mM Tris-HCl, 200 mM KCl, 1 mM EDTA, 5% glycerol, pH 7.5). After reaction at 80 °C for 10 min, the samples were immediately loaded onto a non-denaturing 5% polyacrylamide gel. The resulting gel was stained with ethidium bromide (EtBr) and analyzed to visualize the presence of proteins in the shifted bands. All of the primers that were used are listed in Supplementary Table 3.

### Reverse transcription-quantitative PCR (RT-qPCR) and western blotting

To eliminate genomic DNA from total RNA preparations, 8 μg of RNA was incubated with 8 units of RNase-free DNase I (Thermo Scientific Fermentas, St. Leon-Rot, Germany) at 37 °C for 30 min and purified via chloroform extraction and ethanol precipitation. RNA was quantified with a NanoDrop 2000 UV-Vis spectrophotometer (Thermo Scientific, West Palm Beach, USA), and cDNA was created from 1 μg of RNA by incubation with 40 units of Moloney murine leukemia virus reverse transcriptase (Thermo Scientific Fermentas, St. Leon-Rot, Germany), 5 μM random hexamers, and 1 mM deoxynucleoside triphosphate (dNTP) at 37 °C for 1 h in reverse transcription buffer. The reaction products were serially diluted to find the adequate concentration for real-time PCR analysis, and the samples were amplified with SYBR green real-time PCR master mix (Toyobo, Osaka, Japan). Amplified signals were detected using the StepOnePlus system (Applied Biosystems, Foster City, USA), and all primers that were used are listed in Supplementary Table 3. The relative amount of each gene was calculated based on cycle threshold (CT) values using a relative standard curve after normalization against the corresponding quantity of 16 S rRNA (TON_1979). Western blots were prepared and analyzed using a chemiluminescent dye from an Immun-Star horseradish peroxidase (HRP) chemiluminescent kit (Bio-Rad, Hercules, USA). Polyclonal antibodies were produced by immunizing rabbits with recombinant TON_1018 or TON_1023 proteins according to established procedures for producing custom rabbit antibodies (Young In Frontier Co., Seoul, Korea) and purified through His-Bind resin (Novagen, Madison, USA).

### Genome sequencing

For genome re-sequencing, we extracted genomic DNA from cultures of the 156 T strain without single-colony isolation. Genome sequencing was performed using Illumina HiSeq-2000 (Macrogen, Seoul, Korea) and PacBio Single Molecule Real-Time (SMRT) sequencing (Pacific Biosciences, Menlo Park, USA)^50^. HiSeq-2000 sequencing was performed using barcoded adaptors for multiplexed paired-end 101 bp sequencing and provided 100× coverage of the 156 T genome. The resulting genomic sequence data were processed using CASAVA-1.8.2 and BWA v0.5.9-r16 software (Illumina, San Diego, USA) for alignment. PCR duplicates were removed by Picard v1.79, and variants were detected using SAMtools v0.1.18. PacBio SMRT sequencing of a 10-kb insert library provided approximately 100× coverage. Assembly and consensus polishing were performed using SMRTpipe HGAP and SMRTpipe Quiver, respectively. All mutations were verified by PCR and Sanger sequencing, and all primers are listed in Supplementary Table 3.

### RNA extraction and RNA sequencing

RNA was prepared from exponentially growing cells that were transferred 2, 12, 32, 62, 102, 122 or 156 times into CO-containing media. RNA extraction was performed using TRIzol reagent (Invitrogen, Carlsbad, USA) according to the manufacturer’s instructions with some modifications, and the quantity and quality of the total RNA were evaluated using RNA electropherograms (Agilent 2100 Bioanalyzer, Palo Alto, USA) and RNA integrity numbers (RINs)^51^. A total of 10 μg of total RNA over an RIN value of 8.0 from each sample was used as a starting material and treated with a Ribo-Zero rRNA Removal Kit for Bacteria (Epicentre, Madison, USA). The resulting mRNA samples were processed into sequencing libraries using a TruSeq Stranded Total RNA Sample Prep Kit (Illumina, San Diego, USA) following the manufacturer’s protocol. Sequencing was performed using a HiSeq 2500 (Illumina, San Diego, USA) to generate directional, paired-end 100 base pair reads. Quality-filtered reads were mapped to a National Center for Biotechnology Information (NCBI) reference genome sequence (BioProject ID PRJNA59043) using CLC Genomics Workbench 6.5 (CLC bio, Aarhus, Denmark). The raw RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) under the accession code GSE73031.

### Identification of differentially expressed genes (DEGs)

To evaluate DEGs, both the DESeq and edgeR packages were used^52^,^53^. Replicate experiments were performed only for the initial culture, which was cultured only 2 times. Fold changes in gene expression in a selected series of adapted culture samples were calculated based on comparisons to the initial culture sample. A false discovery rate (FDR) of less than 0.001 and a fold change of either more than 2 or less than 0.5 were used as the criteria for selection, and only genes that passed the thresholds from both algorithms were identified as DEGs. To interpret the functions of the identified DEGs, 819 genes were classified according to the archaeal cluster of orthologous genes (arCOGs)^27^. To analyze changes in transcript patterns of pathway-related genes, the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/) was also used.

### Methylation site analysis

Using a Covaris G-tube (Covaris, Inc., Woburn, MA, USA), we generated 20-kb DNA fragments by shearing genomic DNA and removed small fragments using an AMPureXP bead purification system (Beckman Coulter Inc, Brae, CA, USA) according to the manufacturer’s protocol. A total of 5 μg of each sample was used as input for library preparation. A SMRTbell library was constructed using a SMRTbell™ Template Prep Kit 1.0 (Pacific Biosciences, Menlo Park, USA). Using the BluePippin Size selection system (Sage Science, Inc., Beverly, MA, USA), we removed the small fragments to create a large-insert library. After a sequencing primer annealed to the SMRTbell template, the SMRTbell libraries were bound to polymerases using a DNA/Polymerase Binding kit P4 (Pacific Biosciences, Menlo Park, USA). Following the polymerase binding reaction, a MagBead Kit (Pacific Biosciences, Menlo Park, USA) was used to bind the library complex to MagBeads before sequencing. MagBead-bound complexes provide more reads per SMRT Cell. The polymerase-SMRTbell-adaptor complex was then loaded into zero-mode waveguides (ZMWs). The SMRTbell library was sequenced using 2 SMRT cells (Pacific Biosciences, Menlo Park, USA) with C2 chemistry (DNA sequencing Reagent 2.0), and 1 × 180 min movies were captured for each SMRT cell using a PacBio RS sequencing platform (Pacific Biosciences, Menlo Park, USA). To determine methylation sites, Pacific Biosciences SMRTanalysis software (version 2.1.1) was used, and the method depended on the sensitivity of the polymerase kinetics to the DNA template structure, as DNA synthesis was recorded in real time. An in silico kinetic reference and t-test based kinetic score were calculated based on interpulse duration (IPD) for detection of modified base positions.

### Bioinformatics analysis

A homology search was performed using the Basic Local Alignment Search Tool (BLAST; http://blast.ncbi.nlm.nih.gov/Blast.cgi) against a nonredundant protein database maintained by the National Center for Biotechnology Information (NCBI)^54^. Multiple sequence alignment was performed using a pairwise sequence alignment (http://www.ebi.ac.uk/Tools/psa/) tool from the European Bioinformatics Institute (EBI).

## Additional Information

**How to cite this article**: Lee, S. H. *et al.* Adaptive engineering of a hyperthermophilic archaeon on CO and discovering the underlying mechanism by multi-omics analysis. *Sci. Rep.* **6**, 22896; doi: 10.1038/srep22896 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

## Figures and Tables

**Figure 1:**
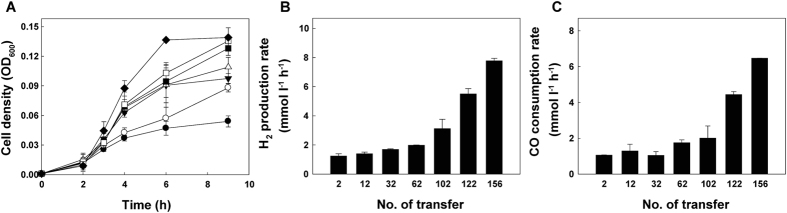
Physiological changes in *T. onnurineus* NA1 following serial transfers into fresh MM1 medium containing 100% CO. After 2 (closed circle), 12 (open circle), 32 (closed inverted triangle), 62 (open triangle), 102 (closed square), 122 (open square) and 156 (closed diamond) transfers, (**a**) cell density (expressed as optical density at 600 nm) was determined at the indicated timepoints. (**b**) H_2_ production rates and (**c**) CO consumption rates were determined during exponential phase. All experiments were conducted independently in duplicate.

**Figure 2:**
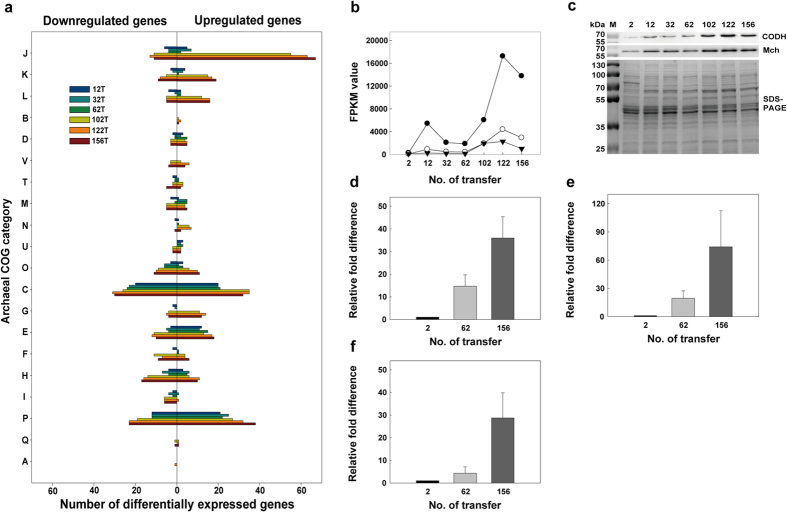
Archaeal COG classification of differentially expressed genes and changes in the expression levels of genes in the CODH gene cluster during adaptation. (**a**) The following COG categories were included: J, Translation, ribosomal structure and biogenesis; K, Transcription; L, Replication, recombination and repair; B, Chromatin structure and dynamics; D, Cell cycle control, cell division and chromosome partitioning; V, Defense mechanisms; T, Signal transduction mechanisms; M, Cell wall/membrane/envelope biogenesis; N, Cell motility; U, Intracellular trafficking, secretion and vesicular transport; O, Posttranslational modification, protein turnover and chaperones; C, Energy production and conversion; G, Carbohydrate transport and metabolism; E, Amino acid transport and metabolism; F, Nucleotide transport and metabolism; H, Coenzyme transport and metabolism; I, Lipid transport and metabolism; P, Inorganic ion transport and metabolism; Q, Secondary metabolite biosynthesis, transport and catabolism; A, RNA processing and modification. The numbers of upregulated genes and downregulated genes are indicated as bars in the right and left panels of the histogram, respectively. (**b**) RNA-seq analysis of genes encoding CODH (TON_1018) (closed circle), Mch (TON_1023) (open circle) and Mnh (TON_1031) (closed inverted triangle). (**c**) Western blot analysis of TON_1018 (67.7 kDa) and TON_1023 (61.7 kDa). RT-qPCR analysis of mRNA abundance of TON_1018 (**d**), TON_1023 (**e**) and TON_1031 (**f**). Error bars indicate standard deviations from duplicate experiments. FPKM, Fragments per kilobase per million mapped reads; M, molecular mass marker.

**Figure 3:**
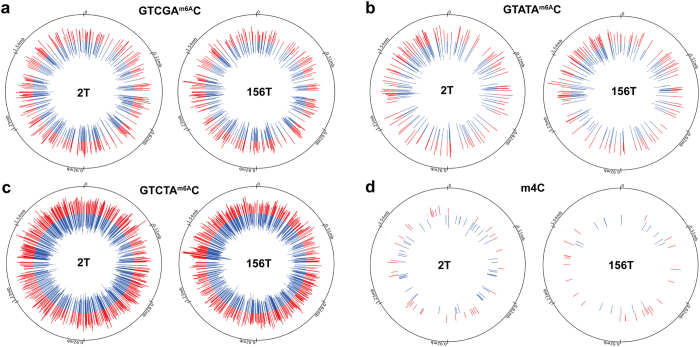
Comparison of the methylation profiles of adenine and cytosine residues between the 2T and 156T strains. Only positions with *p*-values lower than 10^−4^ (score ≤ 40) and larger than 25 (coverage > 25) were selected as modified bases. The locations of methylated adenines within GTCGA^m6A^C (**a**), GTATA^m6A^C (**b**) and GTCTA^m6A^C (**c**) and of methylated cytosine, m4C (**d**), are displayed in the 2 T (left panel) and 156 T genomes (right panel) as bars. The length of each bar represents the level of confidence in the methylation (−10*log[P-value]). Methylations in the + and − strands are indicated by red and blue bars, respectively. In the outermost circles, the locations dividing the genome into 6 equal parts are indicated as ticks.

**Figure 4:**
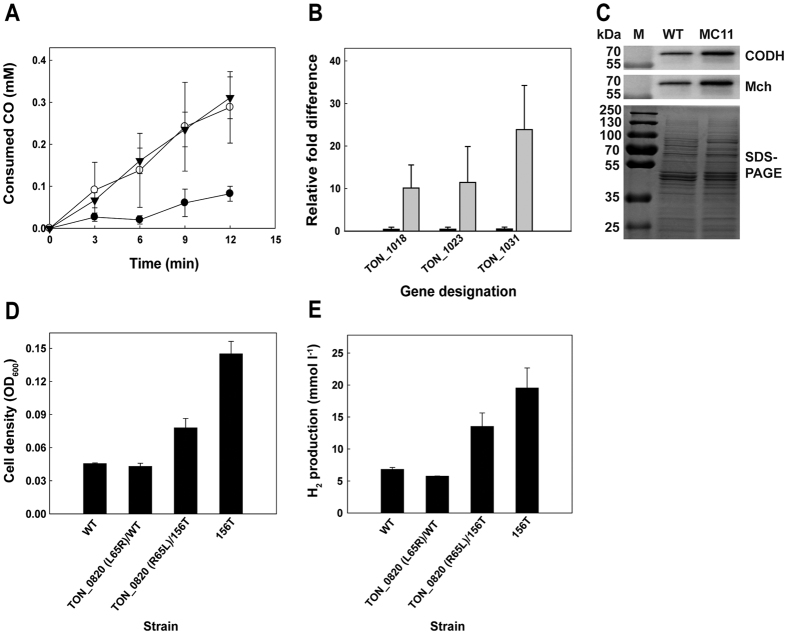
The effects of the T55I mutation in TON_1525 and the L65R mutation in TON_0820. (**a**) CO consumption was analyzed by myoglobin assay for wild-type (WT) (closed circle), MC11 (open circle) and 156T (closed inverted triangle) strains. (**b**) RT-qPCR analysis of TON_1018, TON_1023 and TON_1031 in WT (black bar) and MC11 (gray bar) strains. (**c**) Western blot analysis of TON_1018 (67.7 kDa) and TON_1023 (61.7 kDa) in WT and MC11 strains. (**d**) Comparison of cell density (expressed as optical density at 600 nm) and (**e**) H_2_ production of the TON_0820 mutants in comparison with the WT and 156T strains. Error bars indicate the standard deviations of independent triplicate (**a**,**b**) or duplicate (**d**,**e**) experiments.

**Table 1:** Mutations found in the 156 T strain.

Locus_tag	Genome position	Timeline of the mutation	Mutation type^a^	Codon change	Description
TON_0536–0541	490749–496535	after 12^th^ transfer	5786-bp deletion	frame shift	cytosolic NiFe-hydrogenase, formate transporter, formate dehydrogenase, iron-sulfur binding proteins
TON_0820	760634	after 12^th^ transfer	substitution	Leu to Arg	aromatic amino acid permease
TON_1525	1400830	after 12^th^ transfer	substitution	Thr to Ile	putative transcriptional regulator
TON_1544	1420154	after 62^nd^ transfer	substitution	Pro to Leu	membrane protein
TON_0982	906462	after 32^nd^ transfer	T insertion	frame shift	aminotransferase
TON_1548	1422235	after 102^nd^ transfer	T deletion	frame shift	hypothetical protein
TON_1664	1527982	after 156^th^ transfer	A deletion	frame shift	cation transporter
TON_1694	1559247	after 102^nd^ transfer	12-bp insertion	frame shift	membrane-associated metalloprotease
TON_0544	499427–499765	after 156^th^ transfer	338-bp deletion	frame shift	alcohol dehydrogenase
TON_1475–1476	1351559–1351609	after 62^nd^ transfer	51-bp deletion	–	intergenic region

^a^All mutations were confirmed by PCR verification and Sanger sequencing.

**Table 2:** Comparison of H_2_ production rates between wild-type and mutant strains of *T. onnurineus* NA1.

Organism	Strategy	H_2_ production rate (mmol l^−1^ h^−1^)	Specific H_2_ production rate (mmol g^−1^ h^−1^)	Reference
156T	Evolutionary engineering	220.8^c^	334.6^c^	This study
ΔCorR/*corQR*^↑^	Transcriptional regulator engineering	191.9^a^	249.6^a^	15
KS0510	Promoter engineering	155.1^b^	245.1^b^	16
MC01	Promoter engineering	123.5^b^	194.7^b^	14
wild-type	–	32.9^a^	151.3^a^	14

^a–c^100% CO was continuously fed at flow rates of 240 (MC01 and KS0510 strains), 400 (wild-type and ΔCorR/*corQR*^↑^ strains) or 800 ml min^−1^ (156T strain).

How the deposited data were processed for this re-analysis (not part of the article)

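RNA-seq was performed by the authors on 7 strains of Thermococcus onnurineus NA1, sampled after 2, 12, 32, 62, 102, 122 and 156 transfers. The labels list 1 sample per strain. Following the paper, 12T, 32T and 62T form the early stage and 102T, 122T and 156T the late stage. The values used are log2 fold changes that the authors deposited, each strain against 2T, for 819 genes. The authors mapped the reads with CLC Genomics Workbench, computed the fold changes and selected genes that passed a fold change and a false discovery rate limit in both DESeq and edgeR. The log base was checked against Supplementary Data 1, which prints TON_0537 at 156T as a linear fold, 0.0136, where the deposited log2 fold change is -6.20.

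Because no counts were used here, the depth per sample is unknown, no interval was computed and the false discovery rate was not recomputed. The fold threshold was a log2 fold change past 1 in either direction, which is a fold of 2 or 0.5. With 1 sample per strain, no test between strains was made. Values that are not numbers, 37 of 4914, were left out. For each gene cluster named by locus tag in the paper, the median over listed genes was computed, with its percentile among 10000 random lists of as many listed genes (seed 1) where at least 3 genes had a value. Genes that differ between the stages have all 3 late values above, or all below, the 3 early ones and stage means more than 1 apart. Chance alone separates 10% of genes in this way at any size, and 77.6% of the 811 genes with 6 numbers were separated at any size.

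These functions were tested on simulated data. With 200 of 819 simulated genes changed in 3 against 3 transfers, 200 were recovered and 0 unchanged genes were called. The simulated shift was well past the cutoff and the noise small beside it. This result therefore checks the code and gives no error rate for the real data. Of random lists of 8 unchanged genes, 93.5% lay in the central 95% of their random lists. The simulated genes were independent, unlike neighbouring genes of a real cluster, so this share need not hold for the clusters.

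Genes named in the text are those the paper names in its transcript results, Table 1, Fig. 2 and Fig. 4, and the 5 largest rises and 5 largest falls at 156T among genes past the threshold in the same direction at all 6 transfers. The values of part of these genes had been seen in Supplementary Data 1 when this rule was set. TON_0542, TON_0543, TON_0058, TON_0880, TON_0881, TON_0882, TON_0886, TON_0901 and TON_1892 were also singled out after their values were seen, although TON_0542 falls under the rule as well. Of the listed genes, 812 of 819 matched the ASM1836v1 annotation by their older locus tag. For all 9 mutations that Table 1 places in genes, the position lies within a gene named there by that annotation. Its coordinates are used on that ground. The long deletion spans several genes, and its ends lie within TON_0536 and TON_0541.

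The alternatives were log2 thresholds of 1.5 and 2, centring each transfer on the median of the listed genes, and 12T as the reference. In another, the name errors were counted as falls, while the infinite values of TON_1892 stayed left out. Others were means in place of medians, and leaving out each gene, each transfer or the genes of Table 1. The last was percentiles among runs of neighbouring genes. All of these alternatives were set before the data were examined. The computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.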

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

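In 3 genes every early transfer was above 1 and every late transfer below -1, so the stages moved in opposite directions from 2T. The difference between the stages was not tested. In the authors' deposited table TON_0058 (asparagine synthetase A) was at 2.97 at 62T and -4.26 at 102T, TON_0901 (proton/glutamate symporter) at 2.96 and -2.07, and TON_0880 (histidinol dehydrogenase) at 1.63 and -1.60. After centring, 5 genes reversed, of which TON_0880 and TON_0901 are the 2 shared with these 3. TON_0058 was at 0.97 at 12T and no longer passed the threshold there, and TON_0881, TON_0882 and TON_0886 passed it. An error in 2T would move both stages alike and leaves the distance between them as it is. A change of medium or of culture batch between 62T and 102T was not tested, and neither was a biological change with the number of transfers.

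TON_1892, which the paper does not discuss, is given as infinite in the authors' deposited table at all 6 transfers, an entry that a gene with 0 reads in 2T and any reads later gives. Its coding length is 171 bp in the ASM1836v1 annotation. No counts were used here, so the number of reads behind this is unknown, and 1 read would give the same entry at a transfer. The gene is on the paper's list, so it passed the false discovery rate limit, but at which transfer is not known here. No biological explanation was tested.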

How the results depend on the processing

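No paired analysis was possible because each transfer has 1 sample and no test was made. Depth is unknown, so its effect on these values was not examined. The cause was not tested for any change below, except where a stricter threshold or a shorter list lowers a count by its construction.

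Totals of genes past the threshold changed by over 1.5 times at stricter thresholds. At 1.5 they were 124 at 12T, 143 at 32T, 135 at 62T, 295 at 102T, 338 at 122T and 351 at 156T, and at 2 they were 74, 88, 89, 150, 191 and 197. With 12T as the reference they were 72 at 32T, 101 at 62T, 355 at 102T, 399 at 122T and 417 at 156T. The late to early ratio stayed above 1.5 at both thresholds, after centring and with name errors counted as falls. Centring kept each total within 1.5 times but moved the share of rises. The share went from 53.6% to 30.9% at 102T, from 54.9% to 31.5% at 122T and from 53.4% to 37.3% at 156T. The listed genes were selected for change, so centring on their median may remove real rises as well as an error of scale. Genes that differ between the stages numbered 194 with stage means over 1.5 apart. Genes that reverse direction numbered 5 after centring, 2 of them among the 3 found without it.

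Genes above 1 by category depended on both choices. At a threshold of 1.5, arCOG J had 0 at 12T and 2 at 32T, arCOG K had 0 at 12T, 32T and 62T and then 8, 10 and 8, and arCOG L had 0 at the early transfers and then 3, 5 and 6. After centring, arCOG J had 4 at 12T, 4 at 32T and 39 at 122T, arCOG K had 8, 10 and 10 at the late transfers, and arCOG L had 1 at 12T, 0 at 62T and 3, 4 and 7 late.

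Of 84 cluster medians, 74 stayed on their side of the threshold after centring, and none changed sign while past it. Those that fell below it were Mbh at 102T (0.91) and 122T (0.83), Mbx at 156T (0.94), the Mbh antiporter at 102T (0.69), 122T (0.45) and 156T (0.98), the peptide transporter at 102T (0.98), and dTDP-rhamnose at 122T (0.50) and 156T (0.84). Frh at 156T passed it, at -1.36. With the mean over genes, Mbx at 122T (1.00), the Mch antiporter at 62T (1.13) and the iron transporters at 12T (1.02) passed it, and the Mbh antiporter at 122T (0.96) did not. With each gene left out in turn, the extreme past the threshold was 1.05 for Mbx at 122T, Frh ranged from -1.11 to -0.71 at 12T and from -1.13 to -0.82 at 156T, the Mbh antiporter reached down to 0.99 at 122T, and dTDP-rhamnose ranged from 0.85 to 1.01 at 102T. Leaving out the genes of Table 1 moved no median across the threshold.

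The late minus early difference of Frh, -0.96, was -1.34 after centring, -1.25 without 12T and -1.11 without 156T, and -0.69 without 32T, the range over transfers being -1.25 to -0.69. No other cluster's difference crossed the threshold when a transfer was left out. The Mch antiporter difference from the hydrogenase was -0.83 at 32T and -0.92 at 156T with means, and -1.08 at 122T with shared genes left out, where that of Mbh at 122T was -1.001. Against runs of neighbouring genes, 48 of 66 percentiles stayed inside or outside the central 95%, and 18 moved into it.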

Differences from the paper's values

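Of 18 numbers of upregulated genes in arCOG J, K and L, 17 lay within 1.5 times those read by eye from Fig. 2a. The exception is arCOG J at 12T. Fig. 2a shows about 5 upregulated genes of arCOG J at 12T, read by eye, where 9 genes of that sheet have a deposited log2 fold change above 1. After centring the number is 4, which lies within 1.5 times the paper's value, and at a threshold of 1.5 it is 0, which does not. Over all 18 numbers, centring leaves 10 outside 1.5 times the paper's, among them all late numbers of arCOG K and L, and a threshold of 1.5 leaves 14 outside.

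RT-qPCR folds of the paper are another assay than the RNA-seq folds here, and their errors are standard deviations by the figure's legend, read by eye from the error bars. Of 6 folds compared, 4 lie outside that error, which the legend bases on duplicate experiments. The error is wide, about 39 for TON_1023 at 156T and about 3.1 for TON_1031 at 62T. The RNA-seq folds have no error of their own, so this is not a test of a difference. For TON_1018 at 62T the paper shows about 15 in Fig. 2d, read by eye, and the authors' deposited table gives a fold of 5.25. For TON_1023 the paper shows about 19 at 62T and about 74 at 156T in Fig. 2e, read by eye, and the deposited table gives 3.88 and 29.3. For TON_1031 at 156T the paper shows about 29 in Fig. 2f, read by eye, and the deposited table gives 8.98. Centring, the alternative set before the data were examined that applies here, gives 4.94, 3.65, 22.5 and 6.89 in that order and closes none of these 4 gaps. The other 2 lay within the paper's error. TON_1018 at 156T is at about 36 in Fig. 2d, read by eye, and 41.4 in the deposited table, and TON_1031 at 62T at about 4.3 in Fig. 2f, read by eye, and 1.26, which after centring is 1.18 and lies outside that error.

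In direction, the paper describes a gradual rise of the number of differentially expressed genes. By fold change alone, without the paper's false discovery rate, the total went from 263 genes at 32T to 235 at 62T and 558 at 102T, and at a threshold of 1.5 from 143 to 135 and 295. At a threshold of 2 it rose at every transfer, from 74 at 12T through 88, 89, 150 and 191 to 197 at 156T, and with 12T as the reference from 72 at 32T through 101, 355 and 399 to 417. The paper also describes a gradual rise of ATP synthase expression, whose median went from 0.44 at 12T to -0.06 at 62T and 1.63 at 102T. The late values of both lie above the early ones, as the paper has it. The paper has CODH-Mch transcripts rising with the transfers, while their median was 3.91 at 12T and 2.39 at 62T, before the higher late values.

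The paper places late Mbh transcripts near the 2T level. Their late medians were 1.31, 1.40 and 1.68, above 1, and below 1 at 102T (0.91) and 122T (0.83) after centring. The paper gives SulfII and Frh as downregulated over the whole period. TON_0052, the SulfII gene it names, was between -0.32 and -0.15 early and passed -1 late. The median of the Frh genes it names was 0.21 at 32T. SulfI and Mfh2 were below -1 wherever they had a number. The paper gives iron transporters as increased, and their median was 0.70 at 102T, with 1 of 4 genes above 1 there.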

Other observations

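The tests on deleted genes and on gene length were chosen after the results were seen, and those on scaling and on the 2T culture before.

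The larger number of genes past the threshold in the late stage was tested against an error of scale and against an error in 2T. With each transfer centred on its median, the mean total of the late stage was 2.07 times that of the early stage, and 1.5 or more had been set as arguing against scale as the whole cause. Between 62T and 102T, the number of genes that differed by more than 1 was 5.86 times the largest number between neighbouring transfers of one stage. The 2T culture cancels from these differences. The step from 62T to 102T also spans the most transfers, and the numbers were not scaled to step length. For the 378 genes that differ between the stages, 1 of the 10 divisions into 3 and 3, the real one, gave as many. Chance cannot be excluded by this count, since 10 divisions cannot give a share under 0.05. From these fold changes alone, a batch difference between 62T and 102T, and a biological change in that interval, stay open. The paper has other evidence, which was not re-analysed here. It reports larger gains in hydrogen production and CO consumption after 102T, which the spread of the TON_1525 and TON_0820 mutations seemed to match. For CODH cluster genes it also reports RT-qPCR, western blots and higher transcripts once the TON_1525 mutation was put into the parental strain.

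The long deletion of Table 1 does not cover all of the genes that fell beside it. In TON_0537 to TON_0540, which it removes whole, 21 of 24 values are read as 0 reads, as a loss of DNA predicts, and TON_0538 to TON_0540 have no reads already at 12T. TON_0542 and TON_0543, at higher positions and outside it by the ASM1836v1 annotation, had at most -5.85 at any transfer. TON_0534 and TON_0535, at lower positions and also outside it, had at most -1.21. Positions alone do not give the direction of transcription. The positions that Table 1 states for 156T exclude loss of these genes' own DNA to this deletion in that strain. The fold changes alone cannot exclude it, and the DNA of the other strains was not examined here. TON_0541 keeps 45.6% of its length and is read as 0 reads at all 6 transfers. Loss of a promoter, on either side, and regulation of the locus were not tested. TON_0544 lost 29.1% of its length, which leaves a log2 share of -0.50, but its values at 102T, 122T and 156T were at most -4.18. It was already at -1.85 at 12T, -1.63 at 32T and -2.94 at 62T, and Table 1 dates its deletion to 156T.

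The rise along TON_1017 to TON_1031 at 12T was smaller toward the end, with medians of 3.98 over the first 4 genes and 1.51 over the last 4. The last 4 minus the first 4 was -1.69 at 32T, -1.90 at 62T, -1.19 at 122T and -1.80 at 156T. It was 0.08 at 102T, so the decline was not present at every transfer. Along Mbh, TON_1582 to TON_1595, this difference was -1.50, -1.03 and -1.02 early and 0.95, 0.84 and 0.81 late. Along Mfh2, whose genes fell, it was -0.70, -1.75 and -1.61 early and 0.59, 0.54 and 0.10 late. An early difference of this sign was therefore not particular to the CODH cluster. Gene length bias was weighed, and over the 791 other genes with a length Spearman's rho with the log2 fold change at 12T was 0.052, across genes, which are not independent replicates.

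The complete m4C tables of Supplementary Data 2 list 83 sites in 2T and 40 in 156T, of which 4 share position and strand. The median score is 44 in 2T and 45 in 156T, and the lowest listed score is 40. The 4 shared sites score 53 to 100 in 2T. Of 8 sites scoring over 60 in 2T, 3 are listed in 156T.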
